# Exocrine tissue-driven TFF2 prevents apoptotic cell death of endocrine lineage during pancreas organogenesis

**DOI:** 10.1038/s41598-018-38062-9

**Published:** 2019-02-07

**Authors:** Koji Hirata, Sota Kodama, Yasuhiro Nakano, Yasuko Minaki-Nakagawa, Yoshiki Aoyama, Morito Sakikubo, Toshihiko Goto, Masahiro Yoshida, Toshihiko Masui, Takuya Yamamoto, Shinji Uemoto, Yoshiya Kawaguchi

## Abstract

During embryogenesis, exocrine and endocrine pancreatic tissues are formed in distinct regions within the branched ductal structure in mice. We previously reported that exocrine-specific inactivation of *Pdx1* by Elastase-Cre caused not only hypoplastic exocrine formation but also substantial endocrine defects resulting in diabetic phenotype, indicating the existence of an exocrine-driven factor(s) that regulates proper endocrine development. In this study, we identified Trefoil Factor 2 (TFF2) as an exocrine gene expressed from embryonic day 16.5 to adulthood in normal mice but significantly less in our *Pdx1* mutants. Using *in vitro* explant culture of embryonic pancreatic tissue, we demonstrated that TFF2 prevented the apoptosis of insulin-producing cells but that antagonizing CXCR4, a known TFF2 receptor, suppressed this anti-apoptotic effect in the mutants. Furthermore, the antagonist in normal pancreatic tissue accelerated the apoptosis of insulin-producing cells, indicating that the TFF2/CXCR4 axis maintains embryonic insulin-producing cells in normal development. TFF2 also suppressed the apoptosis of Nkx6.1+ endocrine precursors in mutant pancreata, but this effect was unperturbed by the CXCR4 antagonist, suggesting the existence of an unknown receptor for TFF2. These findings suggest TFF2 is a novel exocrine factor that supports the survival of endocrine cells in the multiple stages of organogenesis through distinct receptors.

## Introduction

The adult pancreas plays two roles. One is exocrine function, in which acinar cells secrete digestive enzymes into the duodenum. The other is endocrine function, in which islets secrete hormones into the bloodstream to maintain blood glucose homeostasis. During embryonic organogenesis, both exocrine and endocrine pancreatic tissues originate from the pancreatic buds. Within the pancreatic buds, epithelial cells gradually form the ductal plexus and undergo remodeling to form a branched duct structure composed of a CPA- and Ptf1a-expressing tip domain and a Nkx6.1-positive trunk domain^1^. During segregation of the tip/trunk regions, the differentiation ability of epithelial cells is spatiotemporally regulated; Pdx1^+^Ptf1a^+^cMyc^high^Cpa1^+^ progenitor cells are multipotent at first but lose their ability for endocrine differentiation after E13-14, whereas Nkx6.1+ cells in the trunk region can differentiate into endocrine and duct cells^1,2^. In endocrine lineage, Ngn3+ endocrine precursor cells bud out from the lining of the Nkx6.1+ ductal trunk and differentiate into all cell types of the islet, including glucagon+ α cells, insulin+ β cells, somatostatin+ δ cells and pancreatic polypeptide+ PP cells.

The necessity of exocrine tissue formation for proper endocrine development was assessed in our previous study by using *Elastase-Cre;Pdx1*^*loxP/loxP*^ (Pdx1cKO) mice, in which Pancreatic and duodenal homeobox 1 (*Pdx1*), an indispensable gene for pancreas organogenesis, can be inactivated specifically in exocrine tissue. We demonstrated that the mutant mice not only showed hypoplastic formation of exocrine tissue, but also severe endocrine defects during embryogenesis characterized by accelerated apoptosis in the trunk region leading to reduced numbers of Nkx6.1+ cells, Ngn3+ endocrine precursors and Insulin+ cells at embryonic day 14.5 (E14.5). Moreover, the postnatal expansion of endocrine cells was extremely poor in the mutants, resulting in glucose intolerance at postnatal day 28 (P28). These observations suggested the existence of essential factors in the exocrine tissue that regulate proper development and proper function at multiple differentiation steps of endocrine lineage^3^.

In the present study, we aimed to identify the responsible factor(s). We performed microarray analyses and identified Trefoil Factor 2 (TFF2) as an exocrine factor in embryonic and adult pancreas in normal mice, but found its expression was extremely low in Pdx1cKO mice. Our explant culture experiments using embryonic pancreatic tissue demonstrated that TFF2 functions to protect endocrine cells against apoptosis at multiple differentiation stages including Nkx6.1+ endocrine progenitors and Insulin+ cells. These findings suggest TFF2 is a novel exocrine factor that acts as a paracrine signal and is required for proper endocrine formation during pancreas organogenesis.

## Results

### TFF2 is expressed in pancreatic exocrine tissue

To identify factors that are expressed in exocrine pancreas tissue and regulate proper endocrine development, we first compared the gene expression profiles of pancreatic tissue at P1 of control mice and Pdx1cKO mice. 

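Pancreata of mice at postnatal day 1 were profiled on 5 Mouse Gene 1.0 ST arrays, 1 array per sample, from 2 control mice and 3 Pdx1cKO mice, in which Elastase-Cre deletes Pdx1 in exocrine cells. The array reads whole transcripts through many probes per gene, and its number of mice, not a read depth, limits the precision. The authors scanned the arrays and analysed them with GeneSpring GX 12.1, and the deposited values are intensities on a linear scale that were already normalized between arrays, by a method that the paper's text does not name. The median intensity was 61.0 and 61.2 in the controls and 61.6, 61.9 and 61.0 in Pdx1cKO mice 1, 2 and 3. From there, log2 was taken, the 21789 probe sets with 1 gene symbol were averaged into 19938 genes, and the groups were compared with limma.
Pdx1, the targeted gene, had intensities of 67.9 and 112.7 in the controls and 48.4, 48.4 and 42.9 in the Pdx1cKO pancreata, a log2 fold change of -0.91 (standard error 0.255, limma adjusted p = 0.385). The log2 fold change was -1.28 without control 1 and -0.55 without control 2. Control 2, with the higher Pdx1 of the controls, was also the array with stomach and intestinal transcripts. Whether those tissues added to its Pdx1 was not tested. Endocrine cells keep Pdx1 in this cross, and probes outside the deleted part would still read the transcript. These values are therefore a weak check of the labels. Over all probe sets the Pdx1cKO arrays correlated with each other at 0.988 to 0.992 on the log2 scale and the controls with each other at 0.969, no closer than control 1 with the Pdx1cKO arrays (0.970 to 0.978).
The samples differed in transcripts of neighbouring tissues. Control 2 carried stomach transcripts, with a list median of 639 against 46.8 in control 1 and 51.9, 58.5 and 54.6 in the Pdx1cKO mice. The 10 measured liver genes, among them Alb, Ahsg, Fgb and Fgg, had a median log2 fold change of 2.93 in Pdx1cKO, with 7 higher when adjusted over the list alone and 0 over all genes. Their median rise over the control mean was 3.31, 3.78 and 1.77 in Pdx1cKO mice 1, 2 and 3. All 9 genes of granulocytes and myeloid progenitors (median log2 fold change 2.23) and all 5 erythroid genes (median 1.71) were also higher when adjusted over their lists alone, and 0 of these 14 passed over all genes. By limma's camera with a preset correlation the adjusted p was 1.15e-07 for liver, 6.50e-08 for granulocytes and 2.25e-04 for erythroid cells, and with an estimated correlation the adjusted p = 0.343, 0.344 and 0.382. Leaving out either control or Pdx1cKO mouse 1 left 0 calls in each of these 3 lists, and leaving out Pdx1cKO mouse 2 left 0 liver, 7 granulocyte and 0 erythroid calls. Xist was high in Pdx1cKO mice 1 and 2, and the Y-linked Eif2s3y was high in both controls and Pdx1cKO mouse 3, so the sexes were not balanced between the groups.

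**Figure D1:**
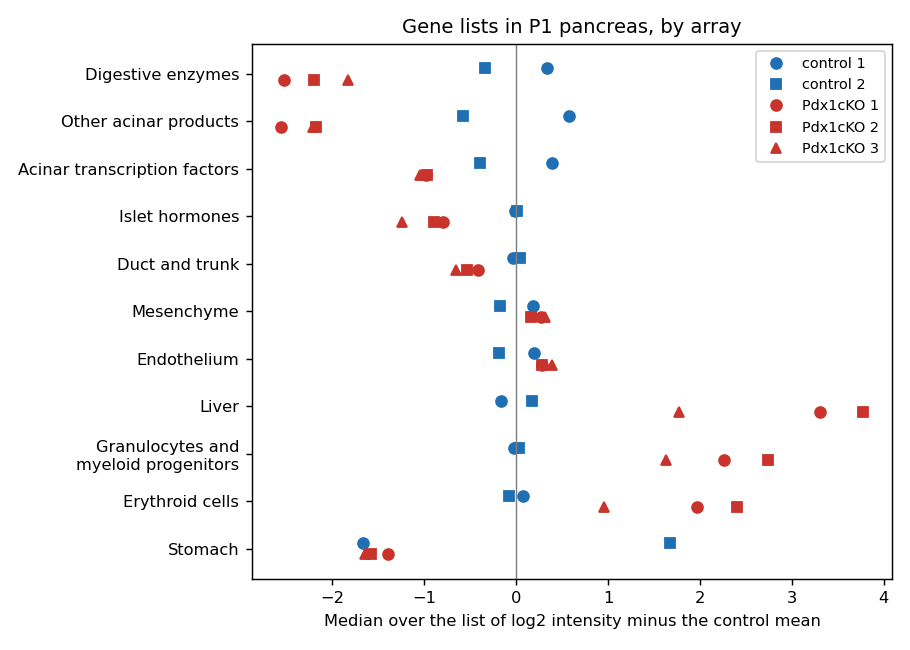
Median, over each gene list, of the log2 intensity minus the control mean, for each of the 5 arrays (blue, control; red, Pdx1cKO; the symbol gives the replicate). The 3 Pdx1cKO arrays lie left of both controls for acinar genes and islet hormones and right of them for the liver list, and control 2 stands apart for stomach genes.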

As shown in Supplementary Table S1, microarray analysis revealed that the expressions of many digestive enzymes including Ctrl (chymotrypsin-like-peptide) and Pnliprp2 (pancreatic lipase-related protein 2) were significantly reduced in Pdx1cKO pancreata, which is consistent with the severely hypoplastic exocrine tissue of these mice. 

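Most digestive enzyme transcripts were lower in all 3 Pdx1cKO pancreata, which also carried the higher liver transcripts, than in both controls. Ctrl, a chymotrypsin-like protease (probe set 10581355), had intensities of 9140 and 4525 in the controls and 79.8, 110 and 265 in the Pdx1cKO mice, a log2 fold change of -5.60 (standard error 0.694, limma adjusted p = 0.204). Pnliprp2, a lipase of pancreatic juice (probe set 10464328), had a log2 fold change of -5.40 (standard error 0.684, adjusted p = 0.207 from limma), with 5978 and 1955 in the controls and 59.3, 67.7 and 132 in the Pdx1cKO mice. These were the 2 most negative log2 fold changes among the 19938 genes. Of 24 digestive enzymes measured, from a list written before the data were examined, 21 fell when adjusted over the list alone, none rose, and 0 passed over all genes at an adjusted p of 0.05. In 22 of the 24, every Pdx1cKO value lay below both control values, as in 2329 of all 19938 genes.
The median log2 fold change of the enzymes was -2.15, and camera gave an adjusted p = 1.35e-17 for the list with a preset correlation and an adjusted p = 0.298 with an estimated correlation. Among them the elastase Cela1 had a log2 fold change of -4.62, and the trypsinogens Prss3, Gm5771 and Try5 had -3.50, -3.28 and -2.23, although probes of this family may read close paralogs. Cpa1, a carboxypeptidase, had -2.07. The 3 that did not pass, named after their values were seen, were Amy1, Ctrc and Dnase1, at -0.40, -1.22 and 0.02. Without Pdx1cKO mouse 2 the enzymes that fell over the list alone numbered 10.
Other secretory products and granule proteins of acinar cells followed: of 26 measured, 16 fell when adjusted over the list alone, with a median log2 fold change of -2.27 (camera adjusted p = 2.24e-14, and an adjusted p = 0.311 with an estimated correlation). They included Sycn, a zymogen granule protein, at -5.06, Dmbt1 at -4.20 and Rab3d, a GTPase of zymogen granules, at -1.07. Of 7 acinar transcription factors, 4 fell when adjusted over the list alone, namely Bhlha15 at -1.84, Rbpjl at -1.20, Ptf1a at -0.54 and Gata4 at 0.499 times its control level. Camera gave that list an adjusted p = 1.10e-04, and an adjusted p = 0.298 with an estimated correlation. Leaving out Pdx1cKO mouse 1, 2 or 3 left 2, 0 and 0 of these factors and 5, 3 and 10 of the other acinar products, and leaving out control 1 or 2 left 3 and 6 factors and 8 and 22 products.
Over all genes, limma called 0 genes lower and 0 higher, against 1005 lower and 1054 higher at an unadjusted p under 0.05, and the methods' t-test with the same adjustment called 7 lower and 3 higher. Leaving out control 1 gave 1783 lower and 1604 higher genes, with 7 of the enzymes, and leaving out control 2 gave 2072 and 995, with 9, but the lone control then has no spread of its own and is assumed to vary like the Pdx1cKO mice. Identical values in all 3 Pdx1cKO mice, which 3120 of the 19938 genes have, were held by 1300 of the 3387 genes called without control 1 and by 1322 of the 3067 called without control 2. From the lower digestive enzymes, the paper reasons that the array result matches the severely hypoplastic exocrine tissue of these mice.

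**Figure D2:**
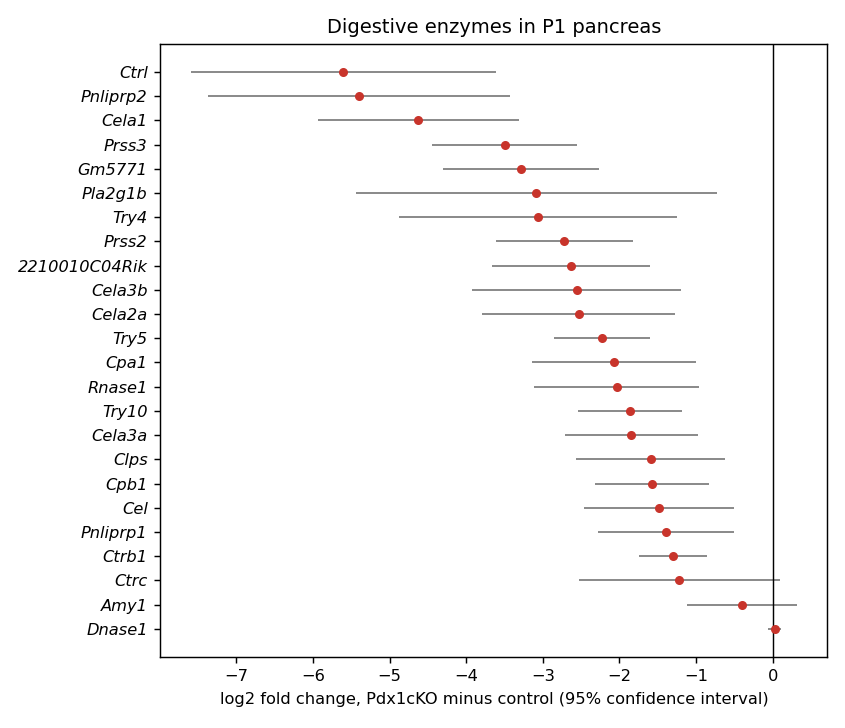
Log2 fold change of each of the 24 measured digestive enzymes, Pdx1cKO minus control (points), with the 95% confidence interval from limma (lines). Ctrl and Pnliprp2 lie lowest, at -5.60 and -5.40, and 21 intervals lie wholly below 0.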

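Tff2, which encodes a small secreted trefoil peptide (probe set 10449661), had intensities of 2649 and 2897 in the control pancreata and 101, 116 and 171 in the Pdx1cKO pancreata. This is a log2 fold change of -4.46, or 22.0-fold lower, with a 95% confidence interval of -5.23 to -3.69 (standard error 0.267). The geometric mean in Pdx1cKO was 0.0455 times that of the controls. Only 5 of 19938 genes had a more negative log2 fold change. The gap between the groups was many times the spread within them, since the SD of log2 values was 0.0914 in the controls (n = 2) and 0.391 in the Pdx1cKO mice (n = 3).
Tff2 was in a list of 26 acinar secretory products because the paper names it as reduced. There it had the smallest p and fell when adjusted over that list alone, which is no independent test. Over all genes its limma adjusted p was 0.147 (unadjusted limma p = 1.33e-04), above the threshold of 0.05, and 2 samples against 3 allow no exact permutation p below 0.1. Without control 1 the adjusted p was 0.0293 and without control 2 it was 0.0323, with the lone control assumed to vary like the Pdx1cKO mice.
Tff2 is also made by the stomach, and control 2 held stomach transcripts: Gkn2, a gastric mucosal gene, was at 3014 there and at 26.4 in control 1. Gkn2 was at 25.1, 25.9 and 26.4 in the Pdx1cKO mice, close to its level in control 1. Control 1 had nearly the Tff2 intensity of control 2. Other acinar transcripts were less alike in the controls. The median intensity of digestive enzymes was 6856 in control 1 and 4121 in control 2. That of other acinar products was 984 and 305. Whether stomach Tff2 offset a lower acinar Tff2 in control 2, and so narrowed the control SD of 0.0914, cannot be told from 2 controls.

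**Figure D3:**
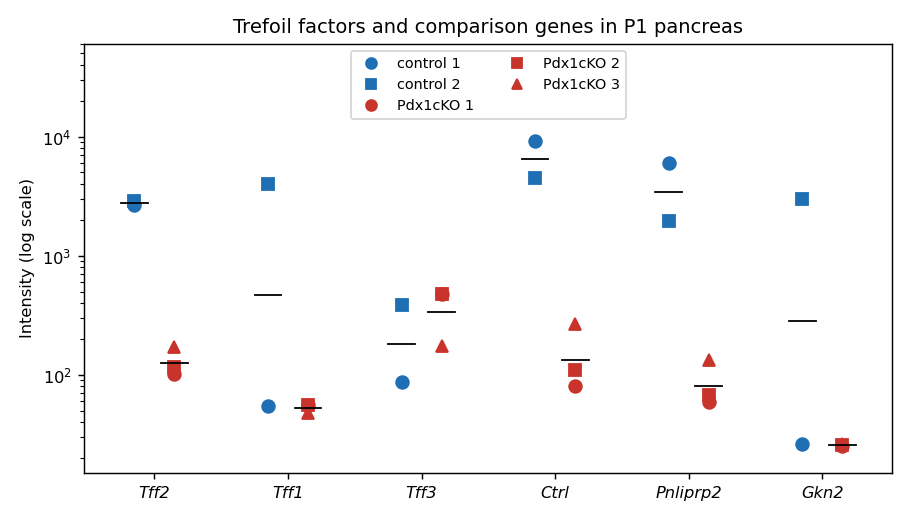
Intensity on a log scale of Tff2, its paralogs Tff1 and Tff3, the enzymes Ctrl and Pnliprp2, and the gastric gene Gkn2, for each of the 5 arrays (blue, control; red, Pdx1cKO; lines, geometric means). Tff2 lies at 2649 and 2897 in the controls and at 101, 116 and 171 in the Pdx1cKO mice, while Tff1 and Gkn2 are high in control 2 alone.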

Among the genes showing reduced expression, we focused on Trefoil factor 2 (TFF2), which was previously reported to stimulate the proliferation of β cells in adult pancreas^4^, as a candidate factor responsible for the endocrine defects. A reduction of *TFF2* mRNA expression in mutant pancreata at P1 was confirmed by RT-PCR analysis (Supplementary Fig. S1A). As for other genes of the TFF family, qPCR analyses showed similar expression levels of *TFF1* mRNA and *TFF3* mRNA in Pdx1cKO and control pancreata at P1 (Supplementary Fig. S1B).

Next, we analyzed the expression pattern of TFF2 in the pancreas. During normal pancreatic development, *TFF2* mRNA was first expressed at E16.5 and increased as development proceeded (Fig. 1A,B). On the contrary, although *TFF2* mRNA in the Pdx1cKO pancreata was also first expressed at E16.5, the expression was much lower and it did not tend to increase with time (Fig. 1B). In normal mice, immunohistochemistry detected TFF2 expression in the proximal and distal ductal structures and in developing acinar cells at E16.5 (Fig. 1C). At E18.5, however, while most acinar cells still expressed TFF2, the expression in the proximal ducts (trunk region) was reduced. Finally, strong immunostaining of TFF2 was maintained in acinar cells, but was almost undetectable in islets at P1. In Pdx1cKO mice, TFF2 was hardly detectable at any of the three stages except in proximal ducts, which were not affected by the Elastase-Cre recombination (Fig. 1C). Interestingly, *in situ* hybridization demonstrated acinar-specific expression of *TFF2* mRNA in adult pancreas (Supplementary Fig. S2), which is inconsistent with a previous report that showed TFF2 expression in adult islets by immunochemistry^4^. Based on our findings, we concluded that TFF2 is expressed in normal embryonic and adult pancreatic exocrine tissue, but significantly suppressed in the same tissue of Pdx1cKO mutants.

**Figure 1:**
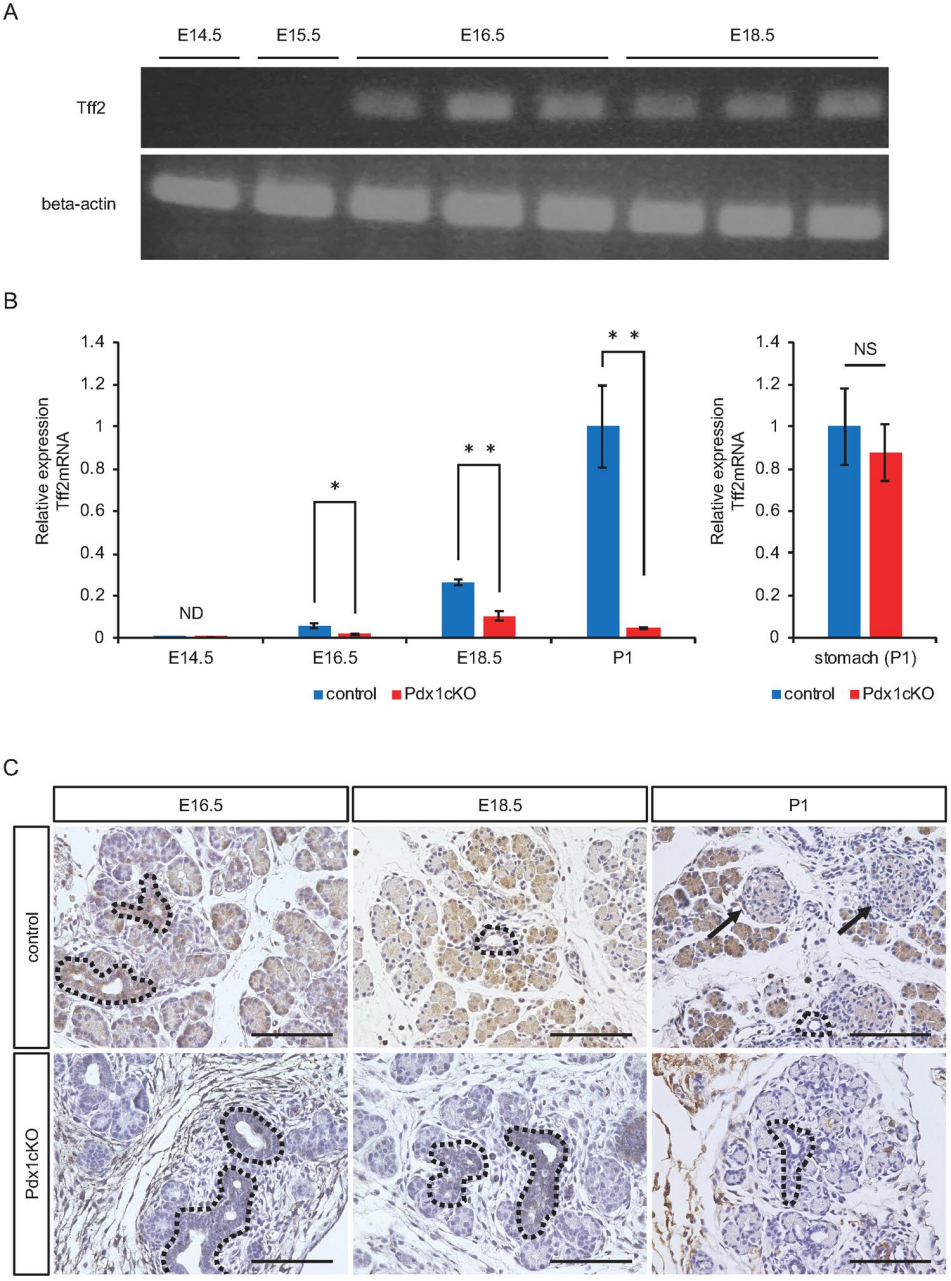
Elastase-Cre-mediated Pdx1 inactivation reduces acinar TFF2 in embryonic and neonatal pancreas. (**A**) The expression of *TFF2* was detected by RT-PCR in control mice pancreas from E16.5. The original data are shown in Supplementary Fig. S1C. (**B**) Expression of *TFF2* is significantly less in Pdx1cKO mice (red) than in control mice (blue). (control mice: n = 7 at E14.5, n = 5 at E16.5, n = 5 at E18.5, and n = 7 at P1; Pdx1cKO mice: n = 5 at E14.5, n = 6 at E16.5, n = 6 at E18.5, and n = 7 at P1; p = N.D at E14.5, p = 0.041 at E16.5, p = 0.0065 at E18.5 and p = 0.0040 at P1). Note that the expression of *TFF2* in the mutant stomach is equivalent to that in control stomach at P1 (right panel) (control mice, n = 3, Pdx1cKOmice, n = 3, p = 0.68122). (**C**) Immunostaining of TFF2. TFF2 expression was detected in exocrine cells including the proximal (dotted lines) and distal ducts and acinar cells, but not in islets (arrows) in control mice (upper panels). In Pdx1cKO mice, TFF2 expression was hardly detectable except in the proximal ducts (dotted lines), which were not recombined by Elastase-Cre (bottom panels). These expression patterns were confirmed in at least three individual mice for both genotypes. Scale bars, 100 μm. Bars represent the mean value ± SE. *p < 0.05, **p < 0.01.

### Accelerated apoptosis of embryonic Nkx6.1+ trunk cells and Insulin+ cells in Pdx1cKO mutant pancreata

Since the onset of TFF2 expression began at E16.5, we analyzed the endocrine phenotype of Pdx1cKO mice at this stage. We found that the numbers of Nkx6.1+ trunk cells, which are the origin of endocrine lineage, and Insulin+ cells were significantly reduced in mutants compared with control mice (Nkx6.1+ trunk cells: control, 894.4 ± 155.1 cells (n = 5), Pdx1cKO, 213.0 ± 41.1 cells (n = 5), p = 0.015; Insulin+ cells: control, 337.0 ± 36.6 cells (n = 3), Pdx1cKO, 158.3 ± 14.7 cells (n = 3), p = 0.042) (Fig. 2A,B). To account for this difference, we found accelerated apoptosis of Nkx6.1+ trunk cells and Insulin+ cells in the mutant mice (TUNEL-positive Nkx6.1+ trunk cells: control, 0.02 ± 0.01% (n = 4), Pdx1cKO, 3.25 ± 0.28% (n = 4), p = 0.002; TUNEL-positive Insulin+ cells: control, not detected (n = 3), Pdx1cKO, 1.13 ± 0.16% (n = 3), p = 0.028). In addition, while the proliferation rate of Nkx6.1+ trunk cells in mutant mice was almost the same as in control mice (pHH3-positive Nkx6.1+ trunk cells: control, 28.49 ± 5.21% (n = 5), Pdx1cKO, 26.09 ± 2.32% (n = 5), p = 0.21), that of Insulin+ cells was significantly less (pHH3-positive Insulin+ cells: control, 2.01 ± 0.21% (n = 3), Pdx1cKO, 1.03 ± 0.10% (n = 3), p = 0.043) (Fig. 2C,D).

**Figure 2:**
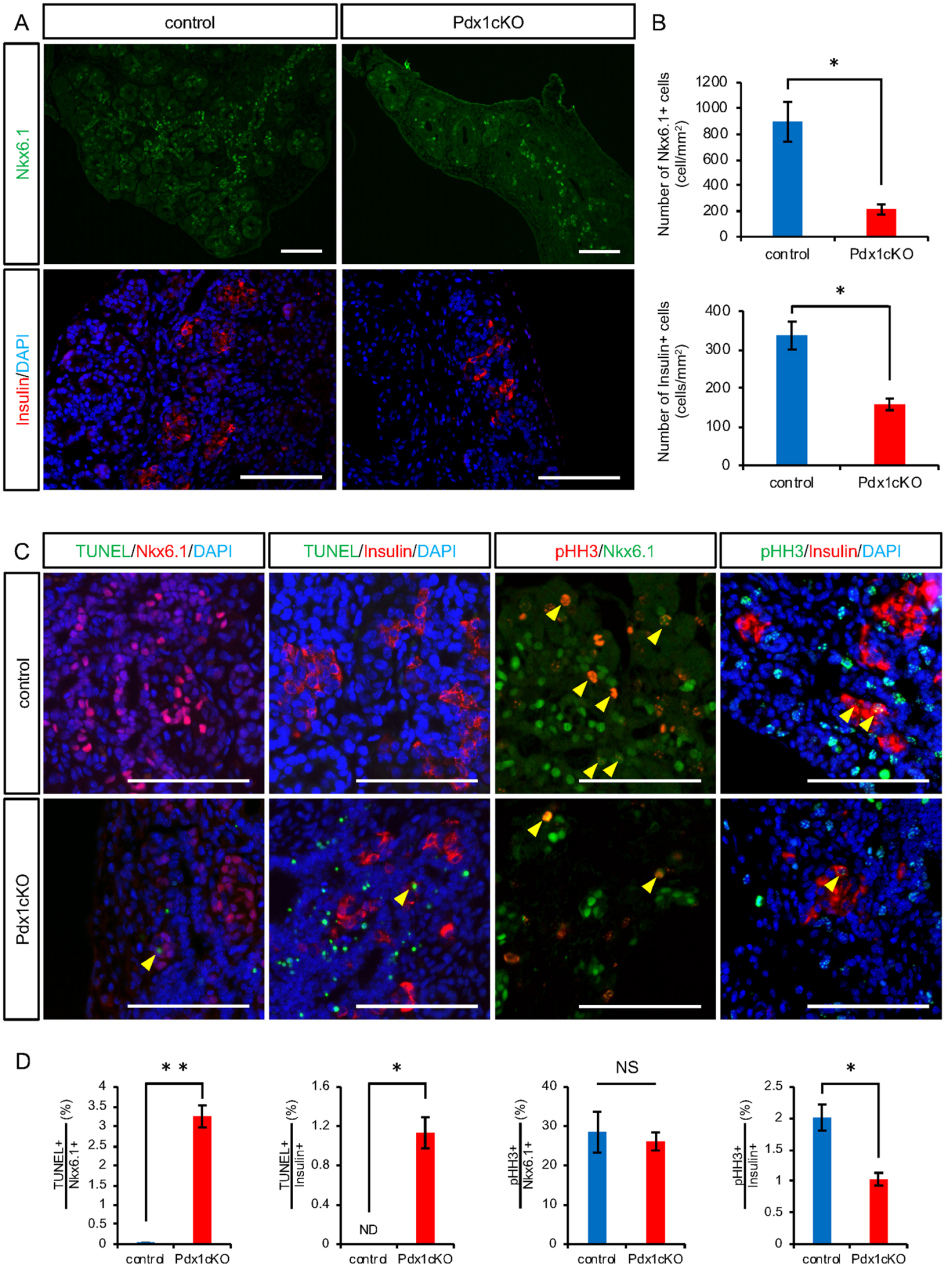
Reduced number and accelerated apoptosis of Nkx6.1-positive cells and insulin-producing cells at E16.5 in Pdx1cKO mice. (**A**) Immunostaining of Nkx6.1 (green), insulin (red) and DAPI (blue) in control (left panels) and Pdx1cKO (right panels) pancreata at E16.5. (**B**) Quantitative analysis revealed that the numbers of Nkx6.1+ cells (upper panel) and Insulin+ cells (bottom panel) in Pdx1cKO mice (red) are significantly less than in control mice (blue) at E16.5. (**C**) TUNEL and pHH3 analyses of E16.5 pancreata. Yellow arrowheads show TUNEL- or pHH3-positive cells in Nkx6.1+ or Insulin+ cells. (**D**) Quantitative analyses show that the apoptosis rates of Nkx6.1+ cells and Insulin+ cells were significantly higher in Pdx1cKO pancreata (red) compared to control pancreata (blue) (left two panels). The proliferation rate of Nkx6.1+ cells was equivalent, but that of Insulin+ cells was less in Pdx1cKO pancreata (right two panels). Scale bars, 100 μm. Bars represent the mean ± SE. *p < 0.05, **p < 0.01.

### TFF2 prevents apoptosis of embryonic insulin-expressing cells through CXCR4

Because previous studies identified CXCR4 as a functional receptor for TFF2 in β cell lines and submandibular gland^5,6^, we analyzed CXCR4 expression in embryonic pancreas. Our immunohistochemical analyses revealed that CXCR4 is restrictively expressed in Insulin+ cells at E16.5 in both control and mutant pancreata (Fig. 3).

**Figure 3:**
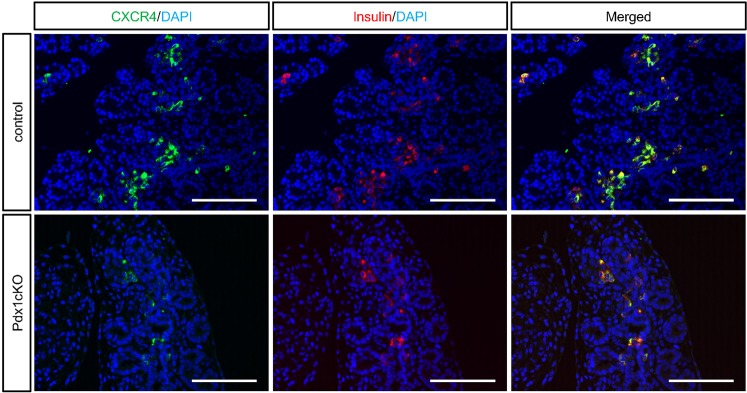
Expression of CXCR4 in insulin-expressing cells. Immunostaining of CXCR4 (green), insulin (red) and DAPI (blue) in control (upper panels) and Pdx1cKO (bottom panels) mice at E16.5. Note that CXCR4 expression is restricted to Insulin+ cells in both mice. Scale bars, 100 μm.

To test the hypothesis that exocrine-driven TFF2 regulates endocrine development, we performed explant culture of pancreatic tissue at E16.5. In our culture condition, the exocrine and endocrine components were kept for 48 hours with dilatation of the pancreatic ducts (Supplementary Fig. S3). We found that the addition of mouse recombinant TFF2 (rTFF2) increased the number of Insulin+ cells in Pdx1cKO pancreata (no reagents, 74.6 ± 8.8 cells (n = 7), rTFF2 300 nM, 128.9 ± 9.6 cells (n = 7), p = 0.0041), and that this elevation was antagonized by the addition of AMD3100^7^, a specific inhibitor of CXCR4 (rTFF2 300 nM + AMD3100 100 μM, 83.5 ± 11.4 cells (n = 4), p = 0.037) (Fig. 4A,B). While TFF2 did not stimulate the proliferation of Insulin+ cells in Pdx1cKO pancreata (pHH3-positive Insulin+ cells: control without reagents, 0.92 ± 0.38% (n = 3), Pdx1cKO without reagents, not detected (n = 4), Pdx1cKO with rTFF2 300 nM, not detected (n = 5)) (Fig. 4C,D), the TFF2/CXCR4 axis prevented their apoptosis. Indeed, our TUNEL staining analyses revealed that TFF2 reduces the percentage of TUNEL + cells among Insulin+ cells in the explant culture of Pdx1cKO pancreata and that this reduction was negated by ADM3100 treatment (no reagents, 5.89 ± 0.67% (n = 3), rTFF2 300 nM, 2.57 ± 0.75% (n = 7), rTFF2 300 nM + AMD3100 100 μM, 6.99 ± 1.08% (n = 4), p = 0.046 (no reagents vs. rTFF2), p = 0.018 (rTFF2 vs. rTFF2 + AMD3100)) (Fig. 4E,F). The anti-apoptotic effect of the TFF2/CXCR4 axis was confirmed by the explant culture of normal pancreata, in which we found that the percentage of TUNEL-positive cells among Insulin+ cells was significantly increased by AMD3100 treatment (no reagents, 2.19 ± 0.34% (n = 3), AMD3100 100 μM, 7.58 ± 0.16% (n = 3), p = 0.0017) (Fig. 4G,H). Taken together, TFF2 expressed in exocrine cells from E16.5 functions to preserve embryonic Insulin+ cells via CXCR4 in normal development. In Pdx1cKO mice, on the other hand, the poor TFF2 expression caused accelerated apoptosis of embryonic Insulin+ cells, which resulted in fewer Insulin+ cells and ultimately the diabetic phenotype after birth.

**Figure 4:**
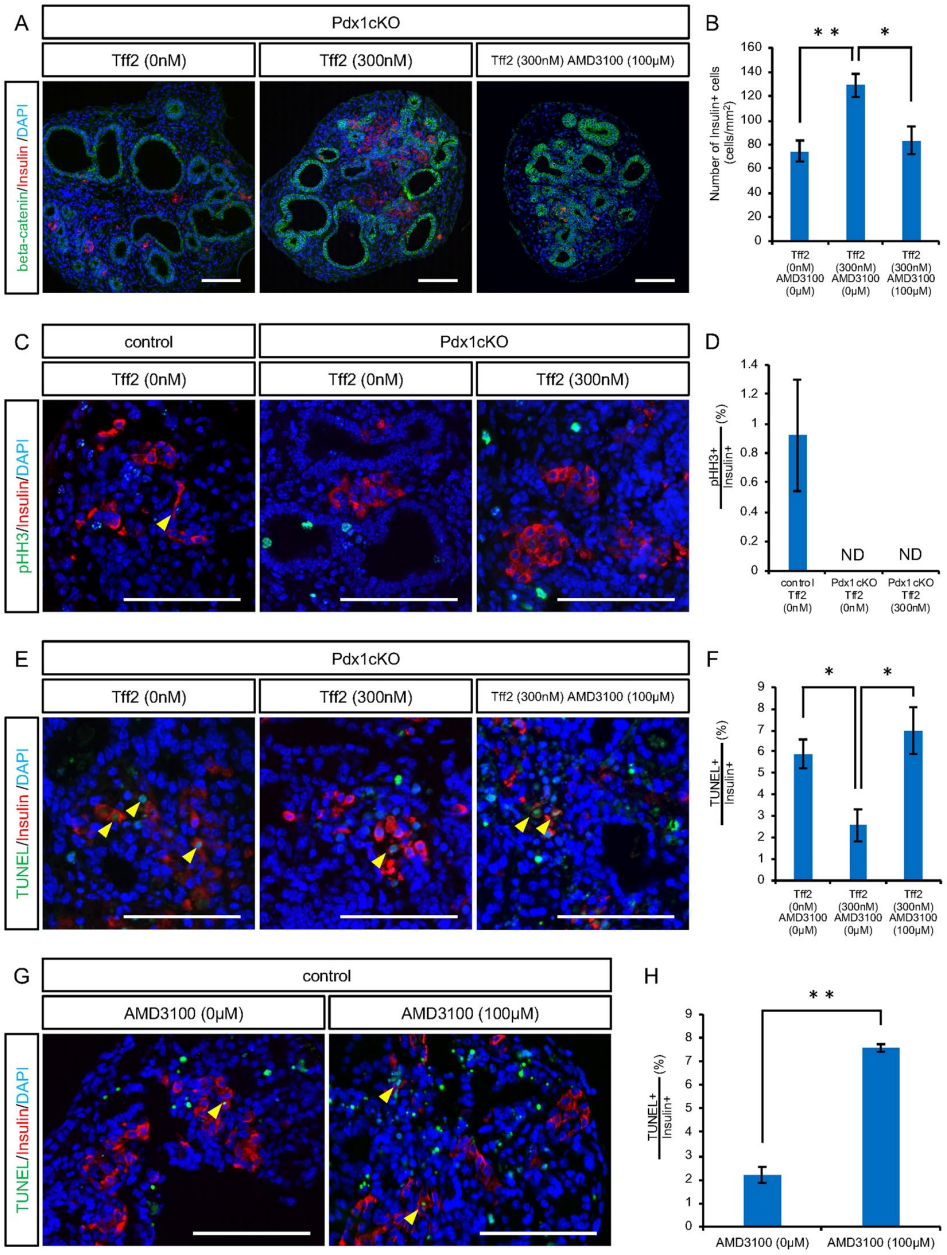
TFF2 prevents apoptosis of embryonic insulin-expressing cells through CXCR4. Explant culture of E16.5 pancreatic tissue for 48 hours. (**A**) Immunostaining of insulin (red), beta-catenin (green) and DAPI (blue) for the cultured explant without reagents (left panel), with rTFF2 (middle panel) and with rTFF2 plus AMD3100 (right panel). (**B**) Quantitative analysis of the number of Insulin+ cells. (**C**) Immunostaining of pHH3 (green), insulin (red) and DAPI (blue) for cultured control explant (left panel) and for Pdx1cKO explant without and with rTFF2 (middle and right panels, respectively). The yellow arrowhead shows pHH3-positive Insulin+ cells. (**D**) Quantitative analyses of Insulin+ cell proliferation. (**E**) Immunostaining of TUNEL (green), insulin (red) and DAPI (blue) for cultured Pdx1cKO explant without reagents (left panel), with rTFF2 (middle panel) and with rTFF2 plus AMD3100 (right panel). Yellow arrowheads show TUNEL-positive Insulin+ cells. (**F**) Quantitative analysis of Insulin+ cell apoptosis in Pdx1cKO explant. In control mice pancreas, CXCR4 protected Insulin+ cells from apoptosis. (**G**) Immunostaining of TUNEL (green), insulin (red) and DAPI (blue) for the control explant without and with AMD3100 (left and right panels, respectively). Yellow arrowheads show TUNEL-positive Insulin+ cells. (**H**) Quantitative analyses of Insulin+ cell apoptosis. Scale bars, 100 μm. Bars represent the mean value ± SE. *p < 0.05, **p < 0.01.

### TFF2 has an anti-apoptotic effect on Nkx6.1+ trunk cells through an unknown receptor in Pdx1cKO pancreata

As mentioned above, Pdx1cKO mice had significantly fewer Nkx6.1+ cells than control mice at E16.5 along with accelerated apoptosis (Fig. 2). In the tissue explant culture experiments, we noticed that TFF2 significantly increased the number of Nkx6.1+/Insulin- trunk cells in mutant pancreata, but that the addition of AMD3100 did not affect this elevation, which is consistent with the undetectable CXCR4 expression in this cell type (no reagents, 103.3 ± 13.7 cells (n = 4), rTFF2 300 nM, 179.8 ± 18.1 cells (n = 5), rTFF2 300 nM + AMD3100 100 μM, 176.7 ± 18.4 cells (n = 3), p = 0.044 (no reagents vs. rTFF2), p = 0.99 (rTFF2 vs. rTFF2 + AMD3100)) (Fig. 5A,B). Again, TFF2 had an anti-apoptotic effect on Nkx6.1+/Insulin- trunk cells, as shown by the reduced percentage of TUNEL + cells (no reagents, 12.10 ± 1.40% (n = 3), rTFF2 300 nM, 1.55 ± 0.18% (n = 3), p = 0.022) (Fig. 5C,D). Therefore, we concluded that TFF2 functions to preserve Nkx6.1+ endocrine precursor cells through an unknown receptor in Pdx1cKO pancreata.

**Figure 5:**
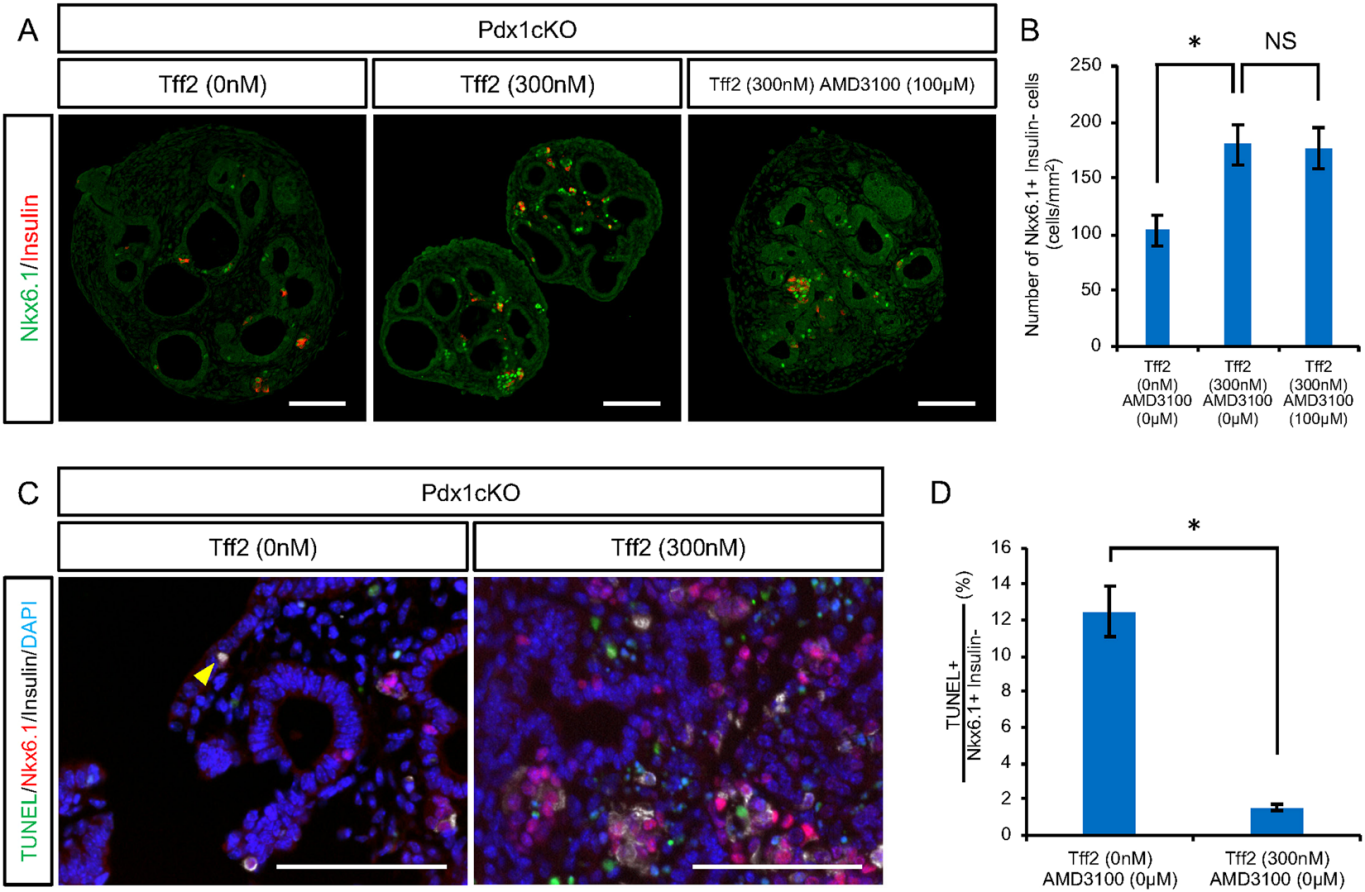
Nkx6.1-positive trunk cells are affected by TFF2. Analyses of Nkx6.1+/Insulin- trunk cells in explant culture experiments. (**A**) Immunostaining of Nkx6.1 (green) and insulin (red) for cultured Pdx1cKO explant without reagents (left panel), with rTFF2 (middle panel) and with rTFF2 plus AMD3100 (right panel). (**B**) Quantitative analyses of the number of Nkx6.1+/Insulin- trunk cells. (**C**) TUNEL staining of cultured Pdx1cKO explant without and with rTFF2 (left and right panels, respectively). (**D**) Quantitative analyses of Nkx6.1+/Insulin- trunk cell apoptosis. Scale bars, 100 μm. Bars represent the mean value ± SE. *p < 0.05.

## Discussion

Rising evidence supports the notion that exocrine-driven factors regulate endocrine islets in adult pancreas. Evidence includes reports that found Reg1 stimulates β cell proliferation in a rat regeneration model^8^, exocrine tissue extracts in a pancreatic-duct-ligated model (PDL model) induce β cell de-differentiation *in vitro*^9^, and Sostdc1 functions to orchestrate insulin secretion and glucose homeostasis under metabolic stress^10^. These factors are activated in response to tissue injury or metabolic stress of the adult pancreas, but the molecular basis of the exocrine-endocrine interaction during embryonic organogenesis is unknown. In the present study, we identified TFF2 as a novel exocrine-driven factor that protects endocrine-lineage cells against apoptosis in embryonic pancreas.

TFF2 was first identified in the pancreas of adult porcine^11^, and its expression has since been reported in several other organs including gastrointestinal tract^12,13^, immune cells^14–16^, lung^17,18^, kidney^19^ and skin^20^. Conflicting reports have prevented determination of the precise localization of TFF2 in the pancreas. Jackerott *et al*. demonstrated TFF2 mRNA expression in isolated human adult islets^21^, but that paper along with Madsen *et al*. reported no TFF2 protein expression in the acinar or islet cells of adult human pancreas^22^. In mice, Orime *et al*. showed TFF2 expression in adult β cells^4^, but Masui *et al*. reported by RNA-seq analyses that TFF2 expression was reduced in Rbpjl KO mice at E17.5^23^. Since Rbpjl is an indispensable compartment of the pancreas Transcription Factor 1 complex in acinar cells, they regarded TFF2 as an exocrine gene at this stage. We show in the present study by a more comprehensive analysis than previous works that TFF2 is expressed in exocrine cells but not in islet cells from E16.5. Seeing that our findings are consistent with the majority of previous papers, it would seem TFF2 protein is not expressed in adult islet cells.

A cell-protective function by TFF2 has been well documented in the stomach. TFF2 is expressed in the mucous neck cells of fundic glands and in the basal cells of the antral and pyloric glands and Brunner’s gland in duodenum^12,13^, and secreted TFF2 is believed to stabilize the mucous barrier that physically protects epithelial cells from acid-induced ulcerations^24^. TFF2 deficiency increases susceptibility to indomethacin-induced ulcerations in mice^25^, and the oral administration of TFF2 ameliorated ulcerations in TFF2 deficient rat^26^. However, because the subcutaneous injection of TFF2 also ameliorated ulcerations, it would seem this protein’s protective function is direct. Indeed, the anti-apoptotic effect of TFF2 was shown *in vitro* in several cancer cell lines: recombinant TFF2 reduced the apoptosis of MCF-7 and T47D breast carcinoma cell lines, and the addition of anti-TFF2 hSP3 accelerated the apoptosis of LS174T and SW480 colorectal carcinoma cell lines^27^. Here, we used explant culture experiments of embryonic pancreatic tissue to show that TFF2 prevents the apoptosis of embryonic Insulin+ cells through CXCR4. Furthermore, we showed that TFF2 exerts an anti-apoptotic effect on Nkx6.1+ trunk cells in Pdx1cKO mice, though the interacting receptor was unidentified. Thus, the hyper-activated apoptosis of endocrine lineage in Pdx1cKO mice can be explained by a lack of exocrine-driven TFF2. In addition, considering that TFF2 increases ERK1/2 phosphorylation and stimulates the proliferation of MIN6 cells and isolated adult murine islet^4^, TFF2 could be involved, at least in part, in the postnatal expansion of endocrine mass, which is extremely poor in the mutant mice^3^. At the same time, there exists endocrine defects in Pdx1cKO mice that cannot be explained by TFF2. For example, a previous study reported the numbers of Nkx6.1+ trunk cells, Ngn3+ endocrine precursors and Insulin+ cells are were reduced in the mutants as early as E14.5^3^, which is before the onset of TFF2 expression (E16.5). The identification of other exocrine-driven factors would deepen our understanding of how exocrine-endocrine interactions contribute to the development of endocrine pancreas.

## Methods

### Mice

To obtain Pdx1-conditional knock-out mice, Pdx1^loxP^ mice^28^ and Elastase-Cre mice^29^ were interbred as our previous report^3^. All animal experiments were performed in accordance with the Kyoto University guidelines for animal experiments and approved by the animal research committee of Kyoto University.

### Genotyping

DNA from the tail tips of mice was genotyped by PCR with the following primer sets: 1) Cre (forward) 5′-CGTACTGACGGTGGGAGAAT-3′ and (reverse) 5′-CCCGGCAAAACAGGTAGTTA-3′, product size 166 bp; and 2) Pdx1^loxP^ (forward) 5′-GGCTATCCACTCCTGCTCTG-3′ and (reverse) 5′-AGGTGGGTTCGCTAAACCTT-3′, product size 271 bp and 305 bp from WT and floxed alleles, respectively.

### Microarray analyses

Pancreata were dissected from postneonatal day 1 (control mice, n = 2, Pdx1cKO mice, n = 3) and immediately submerged in RNAlater (Ambion, Inc., Austin, TX). 250 ng of total RNA prepared with RNeasy Micro Kit (QIAGEN) was subjected to cDNA synthesis with GeneChip WT Expression Kit (Ambion), and the resultant cDNA was fragmented and hybridized to Mouse Gene 1.0 ST Array (Affymetrix). After hybridization, GeneChip arrays were washed and stained by GeneChip Fluidics Station 450 (Affymetrix) and detected by Scanner 3000 TG system (Affymetrix) according to the manufacturer’s instructions. Data analyses were performed with GeneSpringGX 12.1 software (Agilent Technologies). Microarray data have been deposited in Gene Expression Omnibus under accession number GSE118665.

### RNA isolation and RT-PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). First-strand cDNA synthesis was performed using Rever Tra Ace qPCR RT Master Mix (Toyobo). Quantitative RT-PCR was performed with SYBR Green. The primer sequences are listed in Supplementary Table S4. Independent experiments were performed three times and confirmed. Data were normalized in relation to the expression of GapDH. The analysis was performed using ΔΔCt methods.

### Tissue Preparation for Paraffin Sections

Tissue preparation and paraffin sections were performed as previously described^30^.

### Immunohistochemistry and immunofluorescence

Paraffin sections were cut into 4 μm thick slices. After rehydration, slides were washed and incubated for 30 min at room temperature with Protein Block (Dako) followed by overnight incubation at 4 °C with primary antibodies (Supplementary Table S2). The sections were washed in phosphate-buffered saline (PBS) and incubated for 60 min with secondary antibodies (Supplementary Table S3). Images were taken with a BZ-9000E HS All-in-one Fluorescence Microscope (Keyence).

### *In situ* hybridization

A digoxigenin-labeled RNA probe specific for murine *TFF2* was transcribed with digoxigenin-11-UTP according to the manufacturer’s instructions (Roche, Basel, Switzerland) by PCR using the primers 5′-CCTGCTGGCAGTGGTCCT-3′ and 5′-CAGACTGTGGGAAGAAACACC-3′. *In situ* hybridization was performed as described previously^31^. The alkaline phosphatase chromogen reaction was performed using Fast Red (Roche) as the substrate at room temperature for 48 hours. The sections were then washed with distilled water and mounted on glass slides in mounting medium. Control specimens for *in situ* hybridization (#SMPS-36, #SMPS-29) were obtained from 8 week-old C57BL/6 mice, which were purchased from GenoStaff (Tokyo, JPN).

### PHH3 staining and TUNEL assays

Mitotic activity was analyzed by immunolabeling with rabbit anti-phospho-Histone H3 (Ser10) (Millipore). TUNEL assays were done using the DeadEnd Fluorometric system (Promega) according to the manufacturer’s instructions.

### Explant culture

We obtained pancreata explant from control and Pdx1cKO mice at E16.5. Pancreata explants were cultured in DMEM/Ham F-12 (Invitrogen) containing 1% L-glutamine, 10% fetal bovine serum (FBS) and 0.5% penicillin-streptomycin (Invitrogen). Pancreata explants were cultured with a 24-well Ultra Low Attachment Surface plate (Costar) for 48 hours.

### Reagents

Recombinant mouse TFF2 (#RPA748MU01) was purchased from Uscn Life Science (Texas, USA). AMD3100 (#AB120718) was purchased from Abcam (Cambridge, GBD).

### Cell Counting

To evaluate cell numbers in pancreas tissue at E16.5, the whole pancreas was sectioned in 4 μm intervals, and the number of Insulin+ cells was counted every 150 μm. To evaluate the cell numbers on pancreata explant *in vitro*, the whole explant was sectioned in 4 μm intervals, and the number of Insulin- or Nkx6.1-positive cells was counted every 100 μm. Microscopic observation was performed at 200x magnification.

### Statistical analysis

All statistical analyses were performed using Student’s t-tests or one-way analysis of variance (ANOVA) implemented in JMP Pro 14 Software (SAS Institute, Cary, NC, USA) to evaluate differences between groups. A value of P < 0.05 was considered to indicate a statistically significant difference.

## Supplementary information

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

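RNA of whole pancreas from 2 control and 3 Pdx1cKO mice at postnatal day 1 was hybridised to Mouse Gene 1.0 ST arrays, 1 array per sample and 1 colour. Samples were grouped by the genotype in their labels, which gives the numbers of mice that the paper states. The deposited values are intensities on a linear scale for 28853 probe sets, which the authors made with GeneSpring GX 12.1. The background correction, the normalization and the summary of probes into probe sets are not given in the sources used here. The near-equal medians of the 5 arrays show that some normalization had been applied, and 67.7% of probe sets hold an exact tie between samples, with 2 or more samples exactly at the probe set's median in 67.6%. There are no detection calls, so which dim genes lie above background is unknown. The lowest intensity per array was 18.0 to 18.3 and the highest 13722 to 15581, and 12 digestive enzymes lay within 1 log2 of the brightest probe set in a control, where the scanner's range may understate a fold change.

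Log2 of the deposited intensities was taken with no pseudocount and no further scaling. Probe sets were named from the platform's annotation table: 21789 have 1 gene symbol, 1621 have several and 5443 are unnamed here. Of these, 21698 matched the RefSeq table of GRCm38.p6 by Entrez gene, which changed 0 symbols. Only probe sets with 1 symbol were used, and the 999 genes with more than 1 probe set were averaged, which left 19938 genes. No genome build is named with the values, so no coordinates are given. The files were read with Python 3.11.15 and pandas 2.3.3.

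Pdx1cKO was compared with control in R 4.3.3 with limma 3.58.1, using lmFit and eBayes with its default prior and Benjamini-Hochberg adjustment over all genes, at an adjusted p of 0.05. A further count adjusts over the members of a list alone. Before the data were examined, 30 gene lists were fixed. They cover digestive enzymes, other acinar secretory products and granule proteins, acinar transcription factors, trefoil factors, islet hormones, beta cell function, endocrine transcription factors, the endocrine secretory granule, duct and trunk epithelium, mesenchyme, endothelium, macrophages, lymphocytes, granulocytes and myeloid progenitors, erythroid cells, liver, stomach, intestine, adipose tissue, neurons and Schwann cells, the cell cycle, p53 targets and apoptosis, the unfolded protein response, protein export and translation machinery, amino acid synthesis and transport, acinar to duct metaplasia and injury, the interferon response, the chemokine axis of the TFF2 receptor, sex-linked genes and reference genes. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Estimates ran from -0.027 (p53 targets and apoptosis) to 0.974 (stomach). For endocrine transcription factors and the chemokine axis they were 0.0058, below the preset value. Camera's adjusted p still rose there, from 3.10e-04 and 0.00439 to 0.298 in each. With 5 arrays the estimated form has little power, so its larger p values do not by themselves show correlated members. The lists come from general knowledge, and Ctrl, Pnliprp2 and Tff2 were in them because the paper names them as reduced.

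Genes to be named were fixed by a rule at the same time: the 10 largest falls and 10 largest rises among genes that passed and did not overlap between groups, which gave none, every gene the paper names, the 4 members with the smallest p in each list, and a reference gene or marker of another tissue where its level is given. Genes outside the rule are said to be chosen after their values were seen.

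The limma step was tested on simulated data in which 200 of the 19938 genes were changed, with spreads taken from the 5 arrays. At an adjusted p of 0.05 it recovered 67.6% of genes changed by a log2 of 1, 90.9% of those changed by 2 and 92.4% of those changed by 4, and 16 of its 183 calls were false. In the real data the prior had 0.68 degrees of freedom. The median SD between the controls was 0.0738 on the log2 scale and that between the Pdx1cKO mice 0.0396. Identical values in all 3 Pdx1cKO mice were held by 3120 genes. Ctrl and Pnliprp2 varied more, with control SDs of 0.717 and 1.14. Neither passed over all genes, at log2 fold changes of -5.60 and -5.40. The simulated recovery therefore does not give the power for genes that vary this much.

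The alternatives set before the data were examined were median scaling, quantile normalization, filters on dim genes at the median and at the lower quartile, every probe set on its own, the brightest probe set per gene, eBayes with trend and robust settings, array weights, the methods' t-test (Student, which the paper's statistics section names for the whole paper with P under 0.05), a 2-fold threshold, the replicate number as a block, and leaving out each sample in turn. A covariate for the sex pattern of the arrays was added after the data were seen. Histology, RT-PCR and explant cultures were not analysed here, nor was Supplementary Table S1.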

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

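All tests of explanations in this part were chosen after the results were seen. Transcripts of liver, of granulocytes and myeloid progenitors and of erythroid cells, which the paper does not discuss, were higher in all 3 Pdx1cKO mice than in both controls, with median log2 changes of 2.93, 2.23 and 1.71. Stomach transcripts, also outside the paper's array results, were higher in control 2 than in the other 4 arrays by a median of 3.43 on the log2 scale, with 9 of 12 members over 1 log2 above every other array. Of 11 intestinal genes, 5 were likewise over 1 log2 above every other array in control 2.

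The first pattern weighed is the lower Tff2 in Pdx1cKO. Stomach tissue as the source of Tff2 in control 1 is argued against, since Tff2 was 4.39 log2 above the Pdx1cKO mean there while the stomach list differed by 0.04. In control 2, which held stomach transcripts, Tff2 was only 0.13 log2 above control 1, and since that rests on a single pair of mice, how much of it came from stomach cannot be told apart from pancreatic Tff2. Dilution by liver tissue is argued against, since Tff2 fell 3.39 log2 further than the median islet hormone, and the largest fall of an islet hormone was -1.16. With a covariate for sex Tff2 was at -4.02 (limma adjusted p = 0.183), but this sets Pdx1cKO mouse 3 alone against the controls, so sex stays open with the genotype and a loss of acinar cells.

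The next pattern is the higher liver, granulocyte and erythroid transcripts. Liver tissue carried along at dissection may account for all 3 groups, since neonatal liver is haematopoietic: 14 of the 14 granulocyte and erythroid genes, and 9 of 10 liver genes, were lowest of the Pdx1cKO mice in mouse 3. That agreement rests on 1 mouse, and a single mouse would be lowest by chance 1 time in 3. Blood or spleen as a source of granulocyte and erythroid transcripts, and a hepatocyte-like change within the mutant pancreas, were not tested.

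The last pattern is the lower islet hormones. A single scaling factor per array is argued against, since the islet hormone median lay at -1.31 log2 relative to the mesenchyme median. Dilution by liver tissue would leave hormones highest in Pdx1cKO mouse 3, which had the least liver signal, but all 7 hormones were lower there than in mice 1 and 2, by a median of -0.30. Because this rests on 1 mouse, dilution cannot be told apart from a smaller endocrine mass as a part of the fall. Fewer endocrine cells and less transcript per cell, both of which the genotype could give, stay open and untested.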

How the results depend on the processing

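The sex covariate was added after the data were seen, and the other alternatives were set before. The sex covariate sets Pdx1cKO mouse 3 alone against the controls. The log2 fold changes of Tff2, Ctrl, Pnliprp2 and Pdx1 were negative under every alternative that tested them (Pdx1 was not among the genes above the median level), at -4.68 to -4.02 for Tff2. Calls over all genes depended on the controls. Leaving out 1 sample gave 0 to 2072 lower and 0 to 1604 higher genes, 638 to 3694 and 711 to 2958 at an unadjusted p, and 0 to 9 digestive enzymes, with all adjusted calls coming from leaving out a control, when the lone control is assumed to vary like the Pdx1cKO mice. The ranges of the log2 fold changes over the left-out samples were -4.68 to -4.30 for Tff2, -6.21 to -4.59 for Pnliprp2 and -1.28 to -0.55 for Pdx1. Tff2 passed without control 1 and without control 2 (limma adjusted p = 0.0293 and 0.0323, against 0.0293 to 0.925 over its alternatives), Pnliprp2 without control 2 (0.0393) and Pdx1 without control 1 (0.0242).

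The methods' t-test called 807 lower and 734 higher genes without adjustment and 7 and 3 after it. The latter were chosen after their values were seen: Arhgef18, Cdkl2, Dpep2, Irx3, Kctd14, Tmem63b and Vmn1r15 lower and Cenpl, Pdzd4 and Zfp273 higher, with standard errors of 4.85e-05 to 0.0125 on the log2 scale. At an unadjusted p, limma gave 501 lower genes above the median level, which tests fewer genes, 391 lower and 241 higher with array weights, 1591 lower over every probe set, and 96 lower and 97 higher of at least 2-fold. Array weights were 0.21 for each control and 4.36, 3.02 and 1.72 for the Pdx1cKO mice.

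Adjusted over the list alone, the lower digestive enzymes numbered 9 with array weights, 12 with the sex covariate and 10 to 20 over the left-out samples. Other acinar products numbered 3 with array weights, 8 by the methods' t-test, 6 with the sex covariate and 3 to 22 over the left-out samples. Islet hormones numbered 0 with array weights, 4 at 2-fold or more, and 0 to 7 over the left-out samples (0 without control 1 and 1 without control 2). Liver genes numbered 0 with array weights and 0 to 9 over the left-out samples, with 9 only without Pdx1cKO 3. With the sex covariate 0 members passed in the lists of acinar transcription factors, endocrine transcription factors, the endocrine granule, duct and trunk epithelium, the cell cycle, lymphocytes, erythroid cells and the chemokine axis, and with array weights 0 passed in the lists of endocrine transcription factors, beta cell function, duct and trunk epithelium, the cell cycle, lymphocytes, granulocytes and erythroid cells. Above the median level 0 endocrine transcription factors passed. With median scaling, and also with quantile normalization, 7 duct and trunk genes and 4 beta cell function genes were lower over the list alone. The main fit gave 4 and 2. By the methods' t-test 1 acinar transcription factor and 2 duct genes passed, and 0 members of the lists of erythroid cells, lymphocytes, the cell cycle, beta cell function, the endocrine granule and metaplasia. Metaplasia also had 0 with array weights and with the sex covariate. Mesenchyme higher over the list alone numbered 4 with quantile normalization and 5 without control 1, and endothelium 5 without control 1. The causes were not tested.

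Of 30 lists, 16 passed camera, 10 passed fry, 0 passed camera with an estimated correlation, and 9 (without control 2) to 19 passed over the left-out samples. With an estimated correlation the shifts of digestive enzymes (-2.15), other acinar products (-2.27), islet hormones (-1.06) and liver (2.93) had adjusted p of 0.298, 0.311, 0.298 and 0.343, and fry gave 0.0507 for liver (2.93). The reference gene median ran from -0.0101, reversed, without control 1 to 0.272 without control 2. Of 126 log2 fold changes of named genes, at most 3 took the other direction under any alternative.

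The replicate numbers pair no mice: deviations of same-numbered samples correlated at 0.0325 and -0.003. The replicate block gave 605 lower genes at an unadjusted p, and, over the list alone, 0 digestive enzymes, 3 other acinar products, 4 islet hormones, 0 acinar transcription factors and 1 higher mesenchyme gene. With no detection calls, signal over background limits dim genes.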

Differences from the paper's values

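The paper states that many digestive enzymes, with Ctrl and Pnliprp2 among them, were significantly reduced, and places TFF2 among the genes with reduced expression. Here 22 of 24 digestive enzymes had every Pdx1cKO value below both controls, and the log2 fold changes of Ctrl, Pnliprp2 and Tff2 were -5.60, -5.40 and -4.46, the paper's direction in each. Their limma adjusted p over all genes was 0.204, 0.207 and 0.147, so none passed, and 0 of the 24 enzymes did. The paper's statistics section gives P under 0.05 for the whole paper and names no adjustment for the arrays.

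Several alternatives set before the data were examined call these genes. The methods' t-test without adjustment calls 21 of the 24 enzymes, and Ctrl, Pnliprp2 and Tff2 pass it too; with adjustment none of the 3 passes. Adjusted over its list alone, limma calls 21 enzymes, Ctrl and Pnliprp2 included, and calls Tff2 among the acinar secretory products. Ctrl, Pnliprp2 and Tff2 were in these lists because the paper names them as reduced, so their list-alone calls are no independent test. Without control 1, limma calls Tff2 and 7 enzymes over all genes, and without control 2 it calls Tff2 and 9 enzymes, Pnliprp2 among them, but in both fits the lone control has no spread of its own and is assumed to vary like the Pdx1cKO mice. At an unadjusted p under 0.05, limma too calls all 3 genes and 21 enzymes. With adjustment over all genes, Ctrl is called under no alternative run.

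For Tff2 at P1 the paper's quantitative RT-PCR shows a Pdx1cKO level of about 0.049 of control in Fig. 1B, read by eye, and the array ratio here was 0.0455.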

Other observations

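The islet hormones were lower at P1 on these arrays. All 7 measured hormones fell when adjusted over the list alone and 0 passed over all genes, with a median log2 change of -1.06 (camera adjusted p = 4.28e-07, and an adjusted p = 0.298 with an estimated correlation). Ghrl, Sst and Gcg changed by -1.16, -1.11 and -1.09, Ppy by -0.88 and Ins2, the insulin gene measured here, by -0.49. Without control 1 none of the 7 passed, and without control 2 only 1 did. Of 18 endocrine transcription factors, 3 fell when adjusted over the list alone, Pax6 at -0.47, Nkx2-2 at -0.60 and Rfx6 at -0.45 (camera adjusted p = 3.10e-04, and an adjusted p = 0.298 with an estimated correlation), but 0 did without any one of the 3 Pdx1cKO mice, 6 without control 1 and 4 without control 2. Nkx6-1 was at -0.27 (limma adjusted p = 0.411) and Neurog3 at -0.41 (adjusted p = 0.515). Of 16 genes of beta cell function, Glp1r (-1.15) and Slc30a8 (-0.61) fell and Trpm5 (0.25) rose over the list alone (camera adjusted p = 0.102). The lower calls were 0 without control 2, Pdx1cKO mouse 2 or Pdx1cKO mouse 3, and the higher call was lost without control 1, Pdx1cKO mouse 2 or Pdx1cKO mouse 3. Of 16 genes of the endocrine granule, Scg2 (-0.47) fell over the list alone (camera adjusted p = 0.00394, and an adjusted p = 0.412 with an estimated correlation), with 0 calls without any one Pdx1cKO mouse, 3 without control 1 and 4 without control 2. Of 16 genes of duct and trunk epithelium, Muc1 (-2.01), Krt18 (-0.86), Sox9 (-0.66) and Pkhd1 (-0.41) fell over the list alone (camera adjusted p = 5.29e-06, and an adjusted p = 0.298 with an estimated correlation). These 4 calls became 9 without control 1, 0 without control 2, and 1 and 2 without Pdx1cKO mice 2 and 3. In these same Pdx1cKO mice the liver list was higher, with a median of 2.93. Control 2 held stomach transcripts (list median 639 against 46.8 in control 1) and intestinal ones (138 against 47.4). The duct and trunk list median was 278 in control 1 and 314 in control 2. How far stomach or intestinal epithelium in control 2 added to the duct and trunk fall was not tested.

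The lists of mesenchyme, endothelium, the cell cycle and lymphocytes had positive medians, in Pdx1cKO mice whose liver, granulocyte and erythroid lists were higher, with medians of 2.93, 2.23 and 1.71, and whether they share a source with those cannot be told here. The 18 mesenchyme genes had a median of 0.25 and the 12 endothelial genes 0.35, with 0 members passing in either list (camera adjusted p = 3.10e-04 and 4.27e-04, and adjusted p = 0.385 and 0.422 with an estimated correlation). Without control 1, 5 mesenchyme and 5 endothelium genes were higher over the list alone, and without control 2 the camera adjusted p was 0.2915 for the shift of mesenchyme and 0.145 for the shift of endothelium. Of 20 cell cycle genes, Top2a (0.22) and Aurkb (0.45) rose over the list alone (camera adjusted p = 2.98e-09, and an adjusted p = 0.298 with an estimated correlation), with 0 calls without Pdx1cKO mouse 1 or 3. Of 14 lymphocyte genes, Il7r (1.53), Cd79b (1.38) and Cd79a (0.65) rose over the list alone (camera adjusted p = 4.27e-04, and an adjusted p = 0.298 with an estimated correlation), with 0 calls without control 2, Pdx1cKO mouse 1 or Pdx1cKO mouse 2 and 1 without control 1. Cxcl12, the chemokine that binds CXCR4, rose over its list alone at 0.71, from 78.7 and 90.2 to 142, 133 and 138, and Cxcr4 was at 0.53 (limma adjusted p = 0.455). Leaving out control 1 or 2 gave 3 and 2 calls in that list of 6 genes, which had a camera adjusted p = 0.00439, and an adjusted p = 0.298 with an estimated correlation.

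The paper reports similar TFF1 and TFF3 mRNA in both genotypes by qPCR. On the arrays Tff1 was at 54.6 in control 1 and 4029 in control 2, and at 56.2, 55.4 and 48.2 in the Pdx1cKO mice, and Tff3 was at 86.8 and 382 in the controls and 475, 473 and 174 in the Pdx1cKO mice. Neither passed (limma adjusted p = 0.515 and 0.621). The trefoil list, which also holds Tff2, had a camera adjusted p = 0.102 and a fry adjusted p = 0.0352. With an estimated correlation its camera adjusted p was 0.3845. Tff1 is also in the stomach list.

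The remaining lists did not pass camera, except the reference genes, whose median was 0.14 (adjusted p = 0.0397, and an adjusted p = 0.499 with an estimated correlation). Camera adjusted p was 0.0993 for stomach, 0.102 for intestine, 0.0567 for adipose tissue, 0.170 for neurons and Schwann cells, 0.514 for macrophages, 0.154 for p53 targets and apoptosis, 0.102 for the unfolded protein response, 0.154 for protein export, 0.399 for amino acid metabolism, 0.305 for acinar to duct metaplasia, 0.860 for the interferon response and 0.373 for sex-linked genes. Krt20 (-3.27) and Sox9 fell and Anxa1 (0.25) rose within the metaplasia list, adjusted over that list alone. Oasl2 (-0.49) fell within the interferon list, adjusted in the same way. Krt20 was at 276 in control 1 and 665 in control 2, the array with stomach and intestinal transcripts. It was at 33.1, 47.9 and 54.6 in the Pdx1cKO mice, below both controls. The 2 lower metaplasia calls were lost without control 2, Pdx1cKO mouse 1 or Pdx1cKO mouse 3, became 1 without Pdx1cKO mouse 2 and 4 without control 1, the Anxa1 call was lost without control 1 or any Pdx1cKO mouse, and the interferon call became 4 without control 1. Chosen after their values were seen, the muscle genes Acta1 (2373, 259 and 633) and Myh8 (1234, 137 and 381) and the adrenergic genes Th (378, 70.4 and 260) and Dbh (560, 62.7 and 355) were highest in Pdx1cKO mice 1 and 3, against at most 106 in a control.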
